# RNA sequencing from neural ensembles activated during fear conditioning in the mouse temporal association cortex

**DOI:** 10.1038/srep31753

**Published:** 2016-08-25

**Authors:** Jin-Hyung Cho, Ben S. Huang, Jesse M. Gray

## Abstract

The stable formation of remote fear memories is thought to require neuronal gene induction in cortical ensembles that are activated during learning. However, the set of genes expressed specifically in these activated ensembles is not known; knowledge of such transcriptional profiles may offer insights into the molecular program underlying stable memory formation. Here we use RNA-Seq to identify genes whose expression is enriched in activated cortical ensembles labeled during associative fear learning. We first establish that mouse temporal association cortex (TeA) is required for remote recall of auditory fear memories. We then perform RNA-Seq in TeA neurons that are labeled by the activity reporter *Arc-dVenus* during learning. We identify 944 genes with enriched expression in *Arc*-*dVenus*+ neurons. These genes include markers of L2/3, L5b, and L6 excitatory neurons but not glial or inhibitory markers, confirming *Arc-dVenus* to be an excitatory neuron-specific but non-layer-specific activity reporter. Cross comparisons to other transcriptional profiles show that 125 of the enriched genes are also activity-regulated *in vitro* or induced by visual stimulus in the visual cortex, suggesting that they may be induced generally in the cortex in an experience-dependent fashion. Prominent among the enriched genes are those encoding potassium channels that down-regulate neuronal activity, suggesting the possibility that part of the molecular program induced by fear conditioning may initiate homeostatic plasticity.

The recall of remote fear memories–those that persist for days, weeks, or longer–requires the cerebral cortex in addition to the amygdala and other regions^1^,^2^. For cued fear memories, the sensory cortex in particular is an appealing region where a remote association between a conditioned sensory cue and an unconditioned stimulus may be formed, producing a memory engram^3^. Consistent with this idea, sensory cortex is required for recall of remote but not recent associations^4^, and the activity reporter *Egr1* is induced in sensory cortex upon remote but not recent recall^5^. However, *Egr1* is just one member of a larger experience-dependent gene program (including *Fos*, *Npas4*, *Arc*) whose components are induced during learning and thought to be required for long-term memory formation^6^,^7^,^8^,^9^.

Until recently, limitations in genomic technologies have precluded identification of the most functionally relevant set of fear conditioning-induced genes in the cortex. The cortex contains diverse cell types, and the activity-regulated gene programs differ among them^10^. Due to this cell-type diversity, detecting gene expression changes in bulk tissue inevitably entails a loss in sensitivity. Although RNA Sequencing (RNA-Seq) is an improvement over microarray methods, technical issues including batch effects and read depth still limit sensitivity^11^. This limited sensitivity poses a serious challenge for the identification of the neural activity-induced “effector” genes that alter circuit function, as these genes are expressed at lower levels than immediate-early transcription factors^7^,^12^. RNA-Seq has now been combined with cell-type specific labeling to profile experience-dependent gene expression^13^,^14^, but even these approaches measure gene expression in large populations of cells, only a subset of which is responsive to experience. With the goal of identifying potential effector genes, we performed RNA-Seq specifically in neural ensembles in sensory association cortex that are engaged during fear conditioning.

## Results

Our experimental design is outlined in Fig. 1A. In auditory fear conditioning experiments, we habituated mice to handling and the conditioning chamber for 4 or 10 days, without tones (the conditioned stimuli) or shocks (the unconditioned stimuli). We then performed fear conditioning with a series of seven tones and co-terminating footshocks (FC group). In control experiments, we also exposed mice to footshocks without tones (shock only group) or the chamber context only (control group). To confirm that remote memories were acquired, we assessed remote memory recall by re-presenting the tones in a new context after two months (performed in a parallel cohort). In seeking to identify gene expression relevant to remote memory consolidation, we focused our gene expression analysis on the period immediately following learning. This choice may seem counter-intuitive, given that the cortex is not required for recent auditory fear recall^4^. However, in several cortical areas, gene induction during learning occurs in the same neurons later reactivated during recall^15^. Given that inducible transcripts likely persist for hours to days, it is the gene induction during learning itself that we hypothesized is the gene induction most relevant to memory consolidation.

For the RNA-Seq experiment, we sought to target a specific area of sensory cortex that is required for remote recall of cued fear memories in mice. We chose mice for these experiments to take advantage of the high quality mouse genome annotations and associated genomic data available^12^,^13^,^16^. We focused on temporal association cortex (area TeA) because it processes auditory information and is rich in projections to the amygdala^17^,^18^. To determine whether mouse TeA is required for fear recall, we lesioned TeA after fear conditioning but before testing recall. Our lesions completely covered TeA, extending into ectorhinal and parts of auditory cortex (Au1, AuD, AuV; Fig. 1B). We found that TeA lesions dramatically attenuated remote memory recall, reducing freezing in response to tone presentation two months after training (Fig. 1C). The effect of the lesion cannot be attributed to a defect in hearing, because lesioning did not affect the ability of mice to subsequently re-associate tone and shock (Fig. 1D). These results are in agreement with those obtained from rats^4^,^19^,^20^, consistent with the idea that plasticity in TeA or nearby regions during learning or consolidation may be a substrate for remote associative memory formation.

We focused our RNA-Seq efforts on neural ensembles that are activated during fear conditioning through the use of *Arc-dVenus* activity reporter mice^21^. In these mice, the activity-regulated *Arc* promoter drives expression of a destabilized *Venus* fluorophore, labeling neurons activated within the previous 3–12 hour period. To characterize this reporter, we examined native *Arc-dVenus* fluorescence in sections from mice sacrificed six hours after fear conditioning. We reasoned that performing RNA-Seq at this timepoint would maximize our ability to detect the activity-regulated effector genes, whose induction is typically slower than that of immediate-early transcription factors. We found that *Arc-dVenus* is strongly induced in TeA six hours after fear conditioning, primarily in layer 2/3 (L2/3), layer 5 (L5), and layer 6 (L6) (Fig. 2A). The layer-to-layer pattern we observe here is similar to endogenous *Arc* mRNA expression^22^, giving us an additional measure of confidence in this established activity reporter^21^,^23^.

To investigate the potential relationship between *Arc-dVenus*+ neurons and an associative memory trace, we asked which specific elements of associative learning lead to *Arc-dVenus* induction in TeA: tone (CS), shock (US), or coincident tone-shock association. We found that expression of *Arc-dVenus* is induced by shock alone but not tone alone (Fig. 2A). Moreover, *Arc-dVenus* expression is indistinguishable in shock-only and fear conditioning conditions, suggesting that it is dependent on US rather than coincident CS/US detection. To address whether this US-dependence is specific to this particular reporter or to the *Arc* gene, we examined the mRNA expression of another well-studied immediate early gene, *Fos*, and found it also to be US- but not CS-dependent (Fig. 2B). Despite the tone having no apparent influence on *Arc-dVenus* expression, these results are consistent with the idea that an associative memory trace could be contained within a subset of *Arc-dVenus* neurons that coincidently detect tone and shock. Whether the specific *Arc-dVenus*+ neural ensemble activated in TeA during fear conditioning is reactivated during recall has not been established, although ensemble reactivation has been observed in other cortical areas^15^.

To obtain RNA from *Arc-dVenus*+ neurons, we performed cell dissociation and manual sorting^24^, isolating between 23 and 39 *Arc-dVenus*+, TeA cells per animal. The manual sorting approach produces results similar to Fluorescent-Activated Cell Sorting but is advantageous when labeled cells are sparse or tissue amount is limiting^25^. From the RNA isolated from sorted cells, we made five sequencing libraries: three from fear conditioned mice and two from shock-only control mice. We did not sequence *Arc-dVenus*+ cells from context-only controls because these mice have very few activated *Arc-dVenus*+ cells (Fig. 2A). To provide a reference point for calculating the enrichment of gene expression in *Arc-dVenus*+ cells, we sequenced three TeA bulk-tissue samples. 

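The RNA-Seq data comprise 8 libraries from the TeA of male Arc-dVenus mice, in which the Arc promoter drives a destabilized Venus reporter, taken 6 h after behavior. The 5 Arc-dVenus+ libraries were made from pools of manually sorted cells, with 39, 40 and 23 cells from fear conditioned (FC) mice and 30 and 33 cells from shock-only mice by the legend of Fig. 2C. The paper's results text gives 23 to 39 cells per animal and its methods give 35 to 60. Sorting was done by aspirating Venus+ cells under a fluorescent dissecting microscope. The 3 bulk-tissue libraries came from 1 FC and 2 shock-only mice. RNA was amplified with the Ovation RNA-Seq kit before sequencing. The authors aligned reads to mm9 with RUM 1.11, kept uniquely aligned reads and counted 1 transcript variant per gene. The deposited values are these counts, and CPM values that equal each count scaled to its library's total. Totals over genes were 10223586 to 24151755 counts in the Arc-dVenus+ libraries (median 17022490) and 7110598 to 9846374 in the bulk-tissue libraries (median 7388377). Between 1500 and 2631 of the 15437 genes had no count in an Arc-dVenus+ library, against 108 to 131 in a bulk-tissue library. In the 5 Arc-dVenus+ libraries together, a count of 0 allows a level of up to 0.0346 CPM, which covers counting error only.
Arc-dVenus+ libraries were compared with bulk tissue by edgeR's quasi-likelihood test, with TMM scaling and Benjamini-Hochberg adjustment, over the 12493 genes with at least 20 CPM in total. Enriched genes had an adjusted p under 0.05 and a log2 fold change above 1, and de-enriched genes one below -1. Rose and fell are used for these genes alone. Fold changes come from this fit, so they differ from ratios of the mean CPM by the TMM factors. Ratios and floors of genes with 0 to 3 counts use totals scaled by these factors, and a log2 fold change of 1 is a 2-fold difference. Lists of marker genes were tested as sets with camera at a preset correlation of 0.01. Means are given ± SD over 5 Arc-dVenus+ and 3 bulk-tissue libraries, and positions are those of GENCODE M1 on mm9.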

To maximize their value as reference points, we processed these bulk-tissue samples in exactly the same way as the tissue sections that we used for cell sorting (*i.e.,* both were protease-treated identically). Two were from shock-only mice, and one was from a fear-conditioned mouse. We used both conditions for the purpose of comparing bulk-tissue to sorted *Arc-dVenus*+ neurons. In support of this approach, bulk-tissue samples were highly similar to each other and distinct from *Arc-dVenus*+ sorted cells, regardless of condition (Supplementary Fig. S1). However, our study was not designed or powered to address gene expression differences between bulk-tissue conditions. Instead, by comparing mRNAs enrichment in *Arc-dVenus*+ cells compared to bulk-tissue samples, we aimed to identify those genes that are enriched in ensembles of neurons activated during learning.

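The 3 bulk-tissue libraries had nearly the same profile, and the 5 Arc-dVenus+ libraries stood apart from them in FC and shock-only mice. The most abundant gene in every bulk-tissue library was Malat1, a long non-coding RNA retained in the nucleus. In the pool of 23 FC cells the most abundant was Lars2, which encodes the mitochondrial leucyl-tRNA synthetase. Across the 12493 genes, Pearson's r of log2(CPM + 1) averaged 0.984 over the 3 pairs of bulk-tissue libraries (0.983 to 0.986). It averaged 0.838 over the 10 pairs of Arc-dVenus+ libraries (0.797 to 0.871) and 0.818 over the 15 pairs of an Arc-dVenus+ and a bulk-tissue library (0.789 to 0.842). Spearman's rho averaged 0.984, 0.838 and 0.825 over the same pairs. The ranges of r within Arc-dVenus+ libraries and between unlike libraries overlap. The shock-only pool of 33 cells had an r of 0.805 to 0.808 with bulk tissue. Its r was 0.797 with the shock-only pool of 30 cells and 0.819 to 0.838 with the FC pools. These are correlations across genes, which are not independent replicates. Average linkage on 1 - r first divided the libraries into the bulk-tissue and the Arc-dVenus+ group. Within the Arc-dVenus+ group it next set the shock-only pool of 33 cells apart from the other pools.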

Analysis of *Arc-dVenus*+ ensembles enables detection of gene expression only in the specific cell types in which *Arc-dVenus* is expressed. To identify cell types that express the *Arc-dVenus* reporter after fear conditioning, we compared RNA-Seq data for *Arc-dVenus*+ cells and bulk-tissue controls. We found that non-neuronal markers are de-enriched in *Arc-dVenus*+ cells, including greater than 100-fold de-enrichments of the astrocyte marker *Gfap*, the microglial marker *Ctss*, and the oligodendrocyte precursor marker *Pdgfra* (*p* < 10^−5^, Fig. 2C). 

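Transcripts of astrocytes, oligodendrocytes, their precursors and microglia were far lower in Arc-dVenus+ cells than in bulk tissue. Gfap, the intermediate filament of astrocytes, lies on chromosome 11 from 102748650 to 102762226 and measured 0.0885 ± 0.0474 CPM in Arc-dVenus+ cells (SD, n = 5) and 27.1 ± 3.56 CPM in bulk tissue (SD, n = 3). It was 229-fold lower, a log2 fold change of -7.84 (standard error 0.73, adjusted p = 0.000104 from edgeR's quasi-likelihood test). Ctss, a lysosomal protease of microglia on chromosome 3 from 95330708 to 95360325, was 84.2-fold lower at 0.490 ± 0.931 CPM against 45.7 ± 9.82 CPM (log2 fold change -6.40, standard error 1.33, adjusted p = 0.00929). Of its 27 counts in Arc-dVenus+ cells, 22 were in the shock-only pool of 33 cells, without which its log2 fold change was -8.97. Without the bulk-tissue library of the FC mouse its adjusted p was 0.0510. Pdgfra, the growth factor receptor of oligodendrocyte precursors, lies on chromosome 5 from 75548316 to 75594229. It measured 1.55 ± 3.37 CPM against 50.1 ± 4.55 CPM, which is 25.4-fold lower, and did not pass the test (log2 fold change -4.67, standard error 1.60, adjusted p = 0.0879). The shock-only pool of 30 cells held 183 of its 186 counts, and without that pool Pdgfra passed, at a ratio of 872 (95% counting interval 298 to 4233).
Of 16 astrocyte markers, 11 fell (13 when adjusted over the list alone), among them the water channel Aqp4, 50.0-fold lower, and the glutamine synthetase Glul, 15.5-fold lower. Of 9 oligodendrocyte markers, 6 fell (7 adjusted over the list alone). The myelin gene Mal had 3 counts in all Arc-dVenus+ libraries, a ratio of 629 (214 to 3061). Of 7 precursor markers, Vcan, Gpr17 and Olig2 fell (4 adjusted over the list alone). Olig2, a transcription factor of the lineage, had no count in Arc-dVenus+ cells and was at least 182-fold lower, taking the floor over the group. Vcan was 6.57-fold lower. Of 12 microglial markers, 6 fell (7 adjusted over the list alone). C1qc, a complement gene, fell by 8.55 on the log2 scale, and the lysosomal Laptm5 had 2 counts, a ratio of 1137 (314 to 9405). Both were in the shock-only pool of 33 cells, and without it Laptm5 was at least 669-fold lower. The microglial integrin Itgam measured 5.75 ± 11.5 CPM against 33.9 ± 12.9 CPM and did not pass (log2 fold change -2.30, adjusted p = 0.367), with 26.3 CPM in the FC pool of 23 cells. It passed without that pool, at -5.60. Median log2 fold changes were -3.99 for the astrocyte, -2.45 for the oligodendrocyte, -2.73 for the precursor and -3.55 for the microglial markers. The precursor median was -4.33 without the FC pool of 23 cells, and the microglial one was -4.16 without it. Without the shock-only pool of 33 cells the microglial median was -8.57, and -8.32 with genes at 0 placed at their bound. The camera adjusted p were 7.51e-11, 2.42e-07, 2.38e-05 and 3.82e-09, and all 4 lists passed with an estimated correlation.

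**Figure D1:**
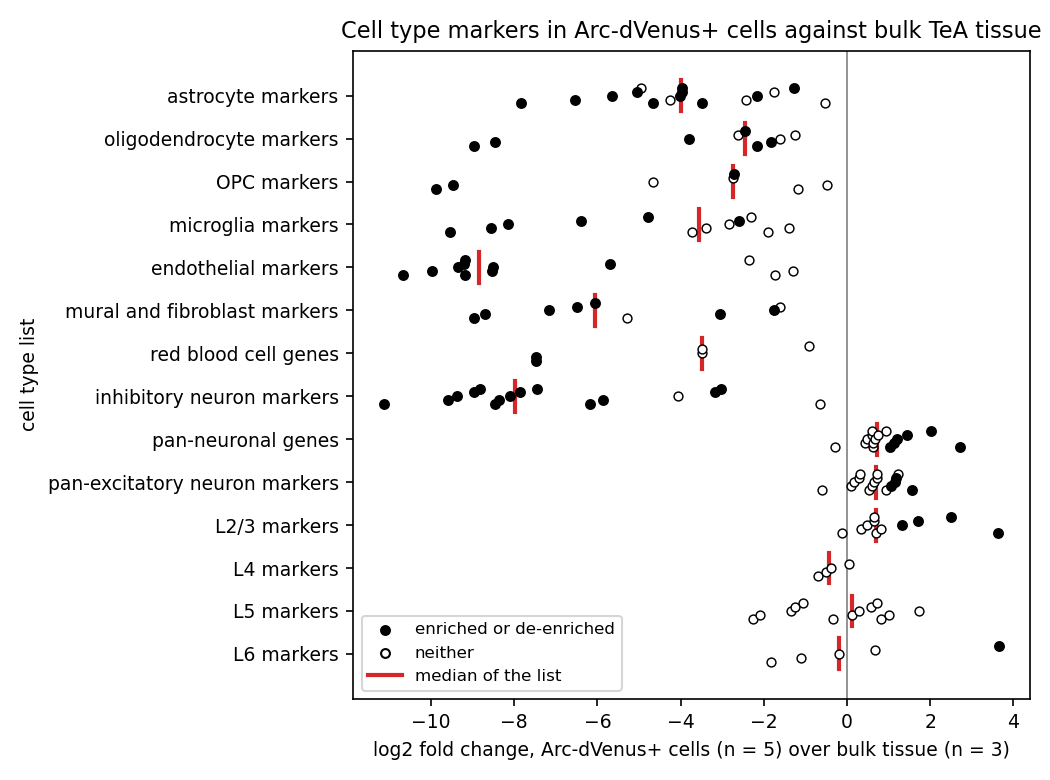
Log2 fold change between Arc-dVenus+ cells and bulk tissue for each tested marker of 14 lists of cell type genes, with 1 point per gene. Filled points are enriched or de-enriched genes and red lines are list medians, from -8.85 for the endothelial to 0.72 for the pan-neuronal genes.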

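Vascular and blood transcripts were also scarce in Arc-dVenus+ cells. Of 12 endothelial markers, 9 fell (10 when adjusted over the list alone). Flt1, a receptor for vascular endothelial growth factor, had 4 counts in the 5 Arc-dVenus+ libraries against 41.4 ± 4.94 CPM in bulk tissue (log2 fold change -9.17, adjusted p = 0.000706). All 4 were in the FC pool of 40 cells, and without it Flt1 was at least 832-fold lower. The transporter Slco1a4 fell by 9.20 on the log2 scale. Of 9 mural and fibroblast markers, 7 fell (9 adjusted over the list alone). The pericyte gene Vtn fell by 8.96 on the log2 scale, while Abcc9, a subunit of a potassium channel, was 3.39-fold lower. Bgn, a matrix proteoglycan, measured 9.73 ± 6.05 CPM against 35.3 ± 5.65 CPM and did not pass (log2 fold change -1.60, adjusted p = 0.0647), with 20.4 CPM in the FC pool of 40 cells. It passed without that pool, at -2.06. The globins Hbb-b1 and Hbb-b2, which have identical counts, fell 179-fold. Hba-a1 and Hba-a2 also have identical counts, so the 5 red blood cell genes hold 3 distinct measurements, of which 1 fell (1 also when adjusted over the list alone). Median log2 fold changes were -8.85 for endothelial (-8.51 with genes at 0 placed at their bound), -6.05 for mural and fibroblast and -3.50 for red blood cell genes. The second was -6.99 without the shock-only pool of 33 cells, and the last was -6.74 without that of 30 cells and -4.24 without the FC pool of 40 cells. The camera adjusted p were 1.86e-15 and 1.19e-09 for the first 2 lists, which passed with an estimated correlation. For red blood cell genes it was 4.80e-05 over all 5 genes and 0.0040 with genes of identical counts taken once. None of the tested members of the 7 non-neuronal lists rose by the quasi-likelihood test, the exact test, DESeq2 or voom.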

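Transcripts of inhibitory neurons were close to the limit of detection in Arc-dVenus+ cells. Gad1, which encodes an enzyme that makes GABA, lies on chromosome 2 from 70391129 to 70440071 and measured 0.0967 ± 0.125 CPM in Arc-dVenus+ cells (SD, n = 5) and 94.2 ± 8.11 CPM in bulk tissue (SD, n = 3). It was 766-fold lower (log2 fold change -9.58, standard error 0.76, adjusted p = 5.67e-05 from edgeR's quasi-likelihood test). The neuropeptide genes of interneuron classes were similarly low. Sst (chromosome 16, 23889667 to 23890930) was 498-fold lower, at 0.148 ± 0.136 CPM against 81.1 ± 3.56 CPM (log2 fold change -8.96, standard error 0.67, adjusted p = 5.67e-05). Vip (chromosome 10, 4698927 to 4707323) was 273-fold lower, at 0.0843 ± 0.122 CPM against 27.5 ± 6.46 CPM (log2 fold change -8.09, standard error 1.08, adjusted p = 0.000774). Pvalb, a calcium-binding protein of fast-spiking cells (chromosome 15, 78021544 to 78036830), was 233-fold lower, at 0.0494 ± 0.0474 CPM against 15.6 ± 3.74 CPM (log2 fold change -7.87, standard error 1.09, adjusted p = 0.000996). Every Arc-dVenus+ library lay below every bulk-tissue library for these 4 genes. The log2 fold change of Gad1 was -10.32 without the FC pool of 40 cells, and Vip had 3 counts without the shock-only pool of 33 cells, a ratio of 600 (95% counting interval 205 to 2919). Gad2, the other GABA-synthesizing enzyme, kept a higher level, at 35.9 ± 3.44 CPM against 387 ± 2.07 CPM, and was 9.04-fold lower (adjusted p = 1.16e-05). Of 16 inhibitory markers, 14 fell (15 when adjusted over the list alone), among them the receptor Erbb4, 174-fold lower, with a log2 fold change of -8.35 without the shock-only pool of 30 cells. The other 2 were Reln, a secreted glycoprotein (log2 fold change -0.64, adjusted p = 0.386), and Adarb2 (log2 fold change -4.05, adjusted p = 0.105), named after their values were seen. The list had a median log2 fold change of -7.98, and camera's adjusted p was 8.10e-20 and 0.00133 with an estimated correlation.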

Markers for GABAergic inhibitory neurons are also de-enriched, including the pan-inhibitory marker *Gad1* and markers for three major classes of inhibitory neurons, *Vip*, *Sst*, and *Pvalb* (each >100-fold de-enriched, *p* < 10^−13^). In contrast, the pan-excitatory marker *Slc17a7* (Vglut1) is enriched 11-fold (*p* < 10^−6^). Thus, analysis of the *Arc-dVenus*+ transcriptome does not permit detection of inhibitory neuron-specific gene expression but does enable detection of excitatory neuron-specific gene expression. 

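Genes of excitatory neurons were higher in Arc-dVenus+ cells by small factors. Slc17a7, the vesicular glutamate transporter of cortical excitatory neurons, lies on chromosome 7 from 52419291 to 52431508 and measured 867 ± 123 CPM in Arc-dVenus+ cells (SD, n = 5) and 497 ± 31.8 CPM in bulk tissue (SD, n = 3). It was 2.09-fold higher, a log2 fold change of 1.06 (standard error 0.15, adjusted p = 0.0011 from edgeR's quasi-likelihood test). It stood at the fold threshold, with a log2 fold change of 1.00 without the FC pool of 23 cells and 0.80 when scaled by library size alone, and neither counts as enriched. Of 16 pan-excitatory markers, 4 rose (4 also when adjusted over the list alone): Slc17a7, the synaptic vesicle protein Sv2b, 2.26-fold higher, the potassium channel subunit Kcnv1, 2.95-fold higher, and Arpp21, with a log2 fold change of 1.15, named after its values were seen. Camk2a, a synaptic kinase also named after its values were seen, had a log2 fold change of -0.59 (adjusted p = 0.00929). Of 16 pan-neuronal genes, 6 rose (6 also when adjusted over the list alone), among them the neurofilaments Nefl, 4.07-fold, and Nefm, 6.56-fold, and the synaptic vesicle gene Syn1, 2.74-fold. Medians on the log2 scale were 0.69 for pan-excitatory and 0.72 for pan-neuronal genes, with camera adjusted p of 0.000308 and 3.01e-07, and both lists passed with an estimated correlation. From the low levels of inhibitory markers and the enrichment of Slc17a7, the paper concludes that the Arc-dVenus+ transcriptome allows detection of excitatory but not inhibitory neuron-specific expression.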

Since principal neurons in the cortex are excitatory, Arc-dVenus reporter mice are well-suited for identifying genes enriched in activated principal neurons.

To identify subtypes of excitatory neurons that express *Arc-dVenus*, we examined the *Arc-dVenus* enrichment of 28 markers that distinguish subtypes of cortical excitatory neurons^26^ (Fig. 2C). 

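Markers of L2/3 excitatory neurons rose in part in Arc-dVenus+ cells. Inhba, which encodes a subunit of activin, lies on chromosome 13 from 16103684 to 16119044 and measured 235 ± 114 CPM in Arc-dVenus+ cells (SD, n = 5) and 22.7 ± 4.41 CPM in bulk tissue (SD, n = 3). This is 12.4-fold higher (log2 fold change 3.63, standard error 0.41, adjusted p = 0.000284 from edgeR's quasi-likelihood test). Ptgs2, the inducible cyclooxygenase, lies on chromosome 1 from 151947254 to 151955140 and was 5.68-fold higher, at 196 ± 72.6 CPM against 41.3 ± 5.22 CPM (log2 fold change 2.51, standard error 0.32, adjusted p = 0.000597). Wfs1, a protein of the endoplasmic reticulum, was 3.28-fold higher at 696 ± 136 CPM against 253 ± 11.6 CPM. All 5 Arc-dVenus+ libraries exceeded all 3 bulk-tissue libraries for these 3 genes. Of 11 L2/3 markers, 4 rose (4 also when adjusted over the list alone), the fourth being Stard8 with a log2 fold change of 1.34, named after its values were seen. Ptgs2 and Inhba are also members of the list of activity-regulated effector genes. As a list, the 11 L2/3 markers had a median log2 fold change of 0.70 (camera adjusted p = 2.38e-05, and 0.0163 with an estimated correlation). Pan-excitatory and pan-neuronal genes had medians of 0.69 and 0.72, so the list's pass does not separate L2/3 from neurons in general. The list was not tested without Ptgs2 and Inhba.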

The layer 2/3 (L2/3) markers *Ptgs2* and *Inhba* are greater than 300-fold enriched (*p* < *10*^−16^). However, the L4-specific *Scnn1a* and *Arf5* are not significantly enriched (<1.5-fold, *p* > 0.93). 

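The L4 markers passed the test in neither direction, and they varied widely between pools of cells. Scnn1a, a subunit of the epithelial sodium channel (chromosome 6, 125271358 to 125294958), measured 1.29 ± 1.80 CPM in Arc-dVenus+ cells (SD, n = 5) and 1.67 ± 0.321 CPM in bulk tissue (SD, n = 3). It fell below the minimum of 20 CPM and was tested in a fit without it (log2 fold change -0.07, standard error 1.51, adjusted p = 0.985 from edgeR's quasi-likelihood test). Arf5, a small GTPase (chromosome 6, 28373560 to 28376602), measured 10.6 ± 10.1 CPM against 12.5 ± 2.08 CPM (log2 fold change 0.04, standard error 0.79, adjusted p = 0.985). Its log2 fold change lay between -0.64 and 0.29 with any 1 library left out. Rorb, a nuclear receptor of L4 neurons, measured 40.2 ± 26.9 CPM against 61.8 ± 3.22 CPM (log2 fold change -0.37, standard error 0.77, adjusted p = 0.833), with 1.47 CPM in the shock-only pool of 33 cells. None of 4 tested L4 markers rose or fell, none had an unadjusted p under 0.05, and the exact test, DESeq2 and voom also called 0. Their median log2 fold change was -0.44 (camera adjusted p = 0.409).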

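The L5 markers Cdh13, Tcerg1l and Qrfpr were detected in Arc-dVenus+ cells, and none of them passed the test. Cdh13, a cadherin on chromosome 8 from 120807633 to 121848821, measured 153 ± 111 CPM in Arc-dVenus+ cells (SD, n = 5) and 54.9 ± 8.88 CPM in bulk tissue (SD, n = 3). This is 3.35-fold higher (log2 fold change 1.74, standard error 0.62, adjusted p = 0.0995 from edgeR's quasi-likelihood test). Cdh13 passed by the exact test (adjusted p = 0.0141), DESeq2 (0.0048) and voom (0.0058), and without the shock-only pool of 33 cells. Tcerg1l (chromosome 7, 145400657 to 145589413) was 2.03-fold higher at 16.5 ± 6.72 CPM against 9.69 ± 1.48 CPM (log2 fold change 1.02, standard error 0.52, adjusted p = 0.264). Qrfpr, a neuropeptide receptor (chromosome 3, 36078346 to 36121197), measured 3.05 ± 3.67 CPM against 2.92 ± 1.07 CPM (log2 fold change 0.29, standard error 1.51, adjusted p = 0.941), and its log2 fold change ranged from -0.41 to 0.72 with 1 library left out. Sulf2, a sulfatase, had the lower mean in Arc-dVenus+ cells at 5.98 ± 6.01 CPM against 34.7 ± 2.38 CPM (log2 fold change -2.26, standard error 0.88, adjusted p = 0.133). It passed as lower by voom and without the shock-only pool of 33 cells, at -2.96. Of 13 tested L5 markers, 0 rose and 0 fell by the quasi-likelihood test, and 2 had an unadjusted p under 0.05. The exact test and DESeq2 each called 1 higher, and voom called 1 higher and 2 lower. The list's median log2 fold change was 0.11 and its mean -0.23, and the median was -0.17 when scaled by library size alone. It was -0.998 without the shock-only pool of 33 cells and 0.35 without the FC pool of 40 cells. Camera's direction was down (adjusted p = 0.401), and fry gave 0.0465.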

The L5b markers *Cdh13, Tcerg1l*, and *Qrfpr* are expressed in *Arc-dVenus*+ neurons and trend toward positive enrichment (33-fold, 14-fold, 1.8-fold; *p* = *0.002, 0.06,* 0.86). 

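Car12, a membrane carbonic anhydrase and L6 marker, lies on chromosome 9 from 66561493 to 66614652 and rose in Arc-dVenus+ cells, to 63.0 ± 44.2 CPM (SD, n = 5) from 5.98 ± 2.56 CPM in bulk tissue (SD, n = 3). It was 12.6-fold higher (log2 fold change 3.66, standard error 0.64, adjusted p = 0.0036 from edgeR's quasi-likelihood test). Myl4, a myosin light chain (chromosome 11, 104411977 to 104457067), was uneven between pools, with 106 and 80 counts in the FC pools of 39 and 40 cells and 0 to 10 in the others. It measured 2.53 ± 3.28 CPM against 1.22 ± 0.853 CPM and did not pass in the fit without the 20 CPM minimum (log2 fold change 1.33, standard error 1.83, adjusted p = 0.719). Of 5 tested L6 markers, Car12 rose and no other did (1 also when adjusted over the list alone). Car12 is also in the authors' sheets of enriched genes induced by visual stimulus and shared with hippocampal Fos+ neurons. The list's median log2 fold change was -0.19 and its mean 0.24, and camera's direction was up (adjusted p = 0.771). Without the shock-only pool of 33 cells the median was 0.03.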

The L6a markers *Car12* and *Myl4* also have positive enrichment (>9-fold, *p* = 0.02 and 0.52). The prominence of L2/3, L5, and L6 markers is consistent with the abundance of *Arc-dVenus* fluorescence in these layers (Fig. 2A) and suggests that our approach is well-powered to detect fear conditioned-induced genes in the excitatory neurons in these layers.

We asked whether global gene expression in activated neurons differs following fear conditioning versus shock presentation alone. 

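By edgeR's quasi-likelihood test no gene separated Arc-dVenus+ cells of FC mice from those of shock-only mice after adjustment, while the exact test called 8 and DESeq2 147. Arc itself measured 465 ± 161 CPM in FC mice (SD, n = 3) and 671 CPM on average in shock-only mice (n = 2), a log2 fold change of -0.61 (standard error 0.36, adjusted p = 0.81 from edgeR's quasi-likelihood test). The gene with the lowest p was Camk1g, a calcium/calmodulin-dependent kinase, at 16.5 ± 10.3 CPM in FC and 141 CPM in shock-only cells (log2 fold change -3.16, standard error 0.59, adjusted p = 0.770), and its log2 fold change was -3.82 without the FC pool of 40 cells. The exact test and DESeq2 called it lower in FC, and it is in the authors' visual stimulus sheet. The next were Pdia4, a protein disulfide isomerase of the endoplasmic reticulum (43.6 ± 36.5 against 1.21 CPM), Thoc5, a factor in mRNA export (32.2 ± 34.1 against 0.194 CPM), the transcriptional repressor Zbtb7a (165 ± 31.2 against 399 CPM) and the sialic acid synthase Nans (12.9 ± 7.79 against 0 CPM). Their adjusted p was also 0.770. With 1 library left out the log2 fold change of Thoc5 ran from 5.82 (without the FC pool of 23 cells) to 8.21 (without the shock-only pool of 30 cells). That of Pdia4 ran from 4.18 (without the FC pool of 39 cells) to 5.41 (without the shock-only pool of 33 cells). Of 12453 genes tested, 0 passed by the quasi-likelihood test and 793 had an unadjusted p under 0.05. The exact test called 4 higher and 4 lower in FC, and DESeq2 98 higher and 49 lower. The quasi-likelihood count was 1 without the shock-only pool of 30 cells.
The difference between FC and shock-only mice was also compared between Arc-dVenus+ cells and bulk tissue as an interaction, which rests on 1 FC bulk-tissue library. By the quasi-likelihood test 0 genes passed, 308 had an unadjusted p under 0.05, and DESeq2 called 11. The lowest p belonged to Kit, a receptor tyrosine kinase (interaction log2 fold change 5.55, adjusted p = 1.00), at 6.26 without the shock-only pool of 30 cells. With differences simulated in 40 genes at each size, the quasi-likelihood test of 3 FC against 2 shock-only pools recovered 1 at 2-fold, 5 at 4-fold, 14 at 8-fold, 18 at 16-fold and 17 at 32-fold, with 4 false calls. DESeq2 recovered 6, 17, 20, 25 and 21 with 100 false calls.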

We found the *Arc-dVenus*-sorted expression profiles from fear conditioning and shock to be indistinguishable (Supplementary Fig. S2A,B). One possible explanation would be that most of the genes enriched in *Arc-dVenus*+ neurons are cell-type markers rather than neuronal activity-regulated genes. However, we found that the expression of a smaller set of *bona fide* activity-regulated genes is not differentially expressed in *Arc-dVenus*+ neurons between fear conditioning and shock conditions (Supplementary Fig. S2C). 

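As sets, activity-regulated genes had lower medians in FC than in shock-only Arc-dVenus+ cells, and no single one passed edgeR's quasi-likelihood test. Among effector genes, which encode synaptic and secreted proteins, Bdnf measured 104 CPM in FC and 188 CPM in shock-only cells (log2 fold change -0.92). The pentraxin Nptx2 had a log2 fold change of -0.46, Ptgs2 -0.66 and Inhba -0.61. Bdnf, Nptx2, Ptgs2 and Inhba were at 250, 203, 321 and 428 CPM in the shock-only pool of 33 cells. In that of 30 cells they were at 125, 119, 171 and 152 CPM, under the highest FC pool of each (127, 154, 188 and 248 CPM). Among immediate-early transcription factors, Fosb measured 32.7 ± 25.8 CPM (SD, n = 3) against 109 CPM (log2 fold change -1.82), Fos had a log2 fold change of -0.34 and Nr4a2 -1.20, while Junb had 0.51 and Egr3 0.32. In the shock-only pools of 30 and 33 cells Fosb was at 157 and 60.2 CPM, Fos at 40.3 and 0.196 CPM and Nr4a2 at 256 and 82.2 CPM. The median log2 fold change was -0.44 over 25 effector genes (camera adjusted p = 0.0040, and 0.165 with an estimated correlation). It was -0.45 over 16 immediate-early transcription factors (adjusted p = 0.189, and 0.489 with an estimated correlation), whose mean was -0.08. Without the shock-only pool of 30 cells their median was -0.01 and their mean 0.88, and without the FC pool of 40 cells -0.04 and 0.12. With any other pool left out their median was -0.43 or lower. The authors' sheets of enriched genes that KCl or visual stimulus regulate were also tested, and since these were chosen on the same libraries they are not independent evidence. Their medians were -0.27 over 87 KCl genes (adjusted p = 0.0040, and 0.102 with an estimated correlation) and -0.33 over 63 visual stimulus genes (adjusted p = 0.0010, and 0.165 with an estimated correlation). By fry the KCl genes alone passed, at 0.00548. Without the shock-only pool of 33 cells the adjusted p of each of the 4 sets was 0.120.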

Our experiments are not sufficiently powered to rule out the possibility of potential gene expression differences between fear conditioning and shock. However, a comparison to KCl-induced gene expression in primary neurons^12^ suggests that our experiments here are adequately powered to detect a systematic difference in expression of activity-regulated genes between FC and shock conditions (Supplementary Fig. S2D,E). The lack of such systematic bias suggests that global TeA gene induction during auditory fear conditioning may not require coincident detection of a tone and shock. This idea is consistent both with similar results in the auditory cortex^27^ and with the idea that disinhibition of L2/3 neurons in sensory cortex is shock-dependent but not auditory cue-dependent^28^. In light of the indistinguishability of gene expression from shock and fear conditioning conditions, we subsequently combined data from these conditions to identify with maximal statistical power the genes whose expression is elevated in *Arc-dVenus*+ neurons compared to bulk-tissue. 

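Many transcripts of bulk tissue were scarce in Arc-dVenus+ cells of both conditions. In all, 822 genes fell, by 5.50-fold at the median, and in each of them every Arc-dVenus+ library lay below every bulk-tissue library. Chance gives this in 1.79% of genes not selected by a test, and these genes were selected on the same libraries. Igf2, a growth factor of the meninges and vessels, was 907-fold lower, with 8 counts in Arc-dVenus+ cells against 114 ± 12.4 CPM in bulk tissue (SD, n = 3). Bcan, a proteoglycan of perineuronal matrix, was 898-fold lower with 4 counts. Ptgds, a prostaglandin synthase of glia and meninges, was 192-fold lower at 5.34 ± 8.46 CPM (SD, n = 5) against 1148 ± 84.8 CPM. The shock-only pool of 33 cells held 206 of its 306 counts in Arc-dVenus+ cells, and without it the log2 fold change was -9.34. Fn1, the matrix protein fibronectin, fell by 8.03 on the log2 scale, and the proteoglycan Sdc4 had a log2 fold change of -7.81. All had an adjusted p of 0.00157 or lower from edgeR's quasi-likelihood test. Without the FC pool of 40 cells Igf2 had 3 counts, a ratio of 2309 (95% counting interval 789 to 11201), and Bcan had 2, a ratio of 1929 (533 to 15941). Log2 fold changes were -9.03 for Fn1 without the FC pool of 39 cells and -8.48 for Sdc4 without the shock-only pool of 33 cells. Between pools of cells the profiles also varied. Pearson's r averaged 0.862 among FC pools, 0.832 between FC and shock-only pools and was 0.797 between the shock-only pools. Between Arc-dVenus+ and bulk-tissue libraries it averaged 0.818. The common dispersion was 0.521 within FC pools, 0.861 within shock-only pools, 0.696 over all 5 and 0.0148 within bulk tissue. The count of 822 was 465 without the bulk-tissue library of the FC mouse, 494 and 520 without either shock-only one, and 0 in the shock-only mice alone, where 2 pools met 2 bulk-tissue libraries.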

Our decision to pool all sorted samples together is supported by our analysis showing that gene expression differs much more between sorted neurons and bulk-tissue than between sorted conditions (Supplementary Fig. S1).

We identified 944 *Arc-dVenus*-enriched genes, which have >2-fold enrichment in *Arc-dVenus*+ neurons (over bulk-tissue) and a false discovery rate of less than 5%. 

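By the quasi-likelihood test 391 genes rose in Arc-dVenus+ cells, with a median fold of 2.38, and all 391 had a mean of at least 10 CPM there. In 354 of them every Arc-dVenus+ library lay above every bulk-tissue library, against 1.79% by chance among genes that no test has selected, while these were selected on the same libraries. Pter, a gene related to phosphotriesterases, was 6.67-fold higher at 480 ± 78.6 CPM (SD, n = 5) against 85.9 ± 7.83 CPM (SD, n = 3), with an adjusted p of 4.28e-05. C1ql3, a secreted synaptic organizer, was 6.35-fold higher at 692 ± 112 CPM against 130 ± 5.77 CPM. The intermediate filament Ina was 6.00-fold higher. Grp, a neuropeptide, had a log2 fold change of 2.54, and its adjusted p was 0.0798 at most with 1 library left out, ending its call without the FC bulk-tissue library or a shock-only one.
The number of enriched genes depended on the scaling and on single libraries. Scaled by library size alone, which moved the median log2 fold change of all genes from 0.10 to -0.16, 145 rose. The count was 199 without the bulk-tissue library of the FC mouse, 204 and 250 without either of the shock-only ones, and 608 without the shock-only pool of 30 cells. The exact test called 472 and DESeq2 649. In the shock-only mice alone the quasi-likelihood test called 0 genes, 3007 had an unadjusted p under 0.05, and the lowest adjusted p was 0.0598. Simulated differences were recovered in 4 of 40 genes at 2-fold, 18 at 4-fold, 19 at 8-fold, 23 at 16-fold and 31 at 32-fold, with 5 false calls. The simulation changed 200 of 12493 genes, fewer than the 1213 called here, which makes the adjustment stricter than in the data. Genes simulated at 2-fold also had to exceed the 2-fold threshold by their estimate. The recovered counts are therefore not the sensitivity of the comparison itself.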

To identify the subset of these genes likely to be induced by fear conditioning, we compared them to genes previously shown to be either activity-regulated *in vitro*^12^ or induced upon first exposure to visual stimulus in the visual cortex^13^. We found 125 activity-regulated *Arc-dVenus*-enriched genes, which are *Arc-dVenus*-enriched and regulated by neuronal activity or visual stimulus (Fig. 3A,B, Supplementary Table S1). 

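The authors' sheets list 125 genes, 87 regulated by KCl and 63 by visual stimulus, and all 125 had a higher mean level in Arc-dVenus+ cells in the fit used here. Of these, 75 rose at the thresholds used here and 97 had a higher level at an adjusted p under 0.05. The list was chosen by the study on these libraries and is not independent evidence of the direction. The median log2 fold change was 1.17 over the KCl genes, of which 49 rose, and 1.68 over the visual stimulus genes, of which 45 rose. Of 25 genes in both sheets, 19 rose, and their median log2 fold change was 1.93. They include the transcription factor Egr3, 6.16-fold higher at 207 ± 50.3 CPM (SD, n = 5) against 39.8 ± 9.31 CPM (SD, n = 3), and the neurotrophin Bdnf, 6.22-fold higher at 138 ± 65.0 CPM against 26.5 ± 6.69 CPM. Their adjusted p were 0.000169 and 0.00164 from edgeR's quasi-likelihood test. Nptx2, a secreted pentraxin that clusters glutamate receptors, was 11.0-fold higher at 138 ± 42.4 CPM against 14.9 ± 5.44 CPM. A log2 fold change above 1 was measured for 59 of the 87 KCl genes and 58 of the 63 visual stimulus genes.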

The overlap of *Arc-dVenus*-enriched genes with activity-regulated and visual stimulus-induced genes is highly significant (each *p* < 10^−20^, hypergeometric test) (Fig. 3C,D). In addition, most activity regulated genes, including the generally cell type non-specific early genes *Fos*, *Fosb*, and *Junb*, have higher expression in *Arc-dVenus* neurons (*p* = 2^*^10^−5^ from permutation, Supplementary Fig. 3 and Supplementary Table 1). Moreover, 116 *Arc-dVenus*-enriched genes are also enriched in *Fos*+ neurons in the hippocampus^29^ (*p* = 10^−23^, hypergeometric test). These results do not provide direct evidence that genes enriched in *Arc-dVenus*+ neurons are induced during fear learning or even that *Arc-dVenus*+ cells exhibit more learning-associated gene induction than *Arc-dVenus-* cells. However, the highly significant overlap of *Arc-dVenus*-enriched with experience-regulated genes suggests that this overlapping set of genes may be induced during fear learning in *Arc-dVenus*+ neurons.

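Effector genes of the response to activity passed as a list in Arc-dVenus+ cells, and immediate-early transcription factors did not. Arc, on chromosome 15 from 74499513 to 74503000, measured 548 ± 219 CPM in Arc-dVenus+ cells (SD, n = 5) and 138 ± 49.0 CPM in bulk tissue (SD, n = 3), which is 4.76-fold higher (log2 fold change 2.25, standard error 0.38, adjusted p = 0.00284 from edgeR's quasi-likelihood test). The cells were picked by a reporter driven by the Arc promoter, so the sort itself selected for Arc, and its rise is not independent evidence. Of 25 effector genes, 12 rose (15 when adjusted over the list alone) and 24 had a log2 fold change above 0. Rasgrp1, an activator of Ras, was 3.34-fold higher and the granin Scg2 3.69-fold higher. The median log2 fold change was 1.74 (camera adjusted p = 3.48e-12, and 0.0249 with an estimated correlation). Heat shock and dissociation genes also passed in this comparison, with a median of 0.85 (adjusted p = 0.000822, and 0.0249 with an estimated correlation). Pan-neuronal and pan-excitatory genes were higher too, with medians of 0.72 and 0.69, so the comparison does not separate activity from cell type. The paper states that both kinds of sample were protease-treated identically, and effects of trituration and picking were not separated from those of activity.
The AP-1 factors named in the paper did not pass. Fos (chromosome 12, 86814840 to 86818223) measured 18.3 ± 19.2 CPM against 13.7 ± 4.98 CPM (log2 fold change 0.69, standard error 1.34, adjusted p = 0.82), and single pools ranged from 0.196 to 40.3 CPM. Fosb (chromosome 7, 19888070 to 19895394) was 4.54-fold higher at 63.1 ± 56.9 CPM against 16.8 ± 0.802 CPM (log2 fold change 2.18, standard error 0.82, adjusted p = 0.120). It passed by the exact test (adjusted p = 0.0257), DESeq2 (0.0090) and voom (0.0264), and without the FC pool of 40 cells. Without the shock-only pool of 30 cells its log2 fold change was 1.58. Junb (chromosome 8, 87500811 to 87502617) measured 26.5 ± 23.3 CPM against 19.2 ± 5.01 CPM (log2 fold change 0.73, standard error 0.63, adjusted p = 0.562), and without the FC pool of 23 cells its log2 fold change was 0.03. Of 16 immediate-early transcription factors, Egr3, Fosl2 and Nr4a2 rose (3 also when adjusted over the list alone) and 13 had a log2 fold change above 0. Fosl2 had a log2 fold change of 1.53 (adjusted p = 0.0307), and its call ended without the FC pool of 23 cells or any 1 bulk-tissue library (adjusted p up to 0.163). Nr4a2 had 2.77 (adjusted p = 0.0494), and its call ended with 7 of the 8 libraries left out in turn (adjusted p up to 0.196) and its log2 fold change was 3.42 without the FC bulk-tissue library. Over the list the median log2 fold change was 0.47 (camera adjusted p = 0.0955, and 0.351 with an estimated correlation). It passed when scaled by library size alone (adjusted p = 0.0386) and without the FC pool of 40 cells.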

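The authors' sheet of enriched genes shared with hippocampal Fos+ neurons holds 116 genes, and every one had a higher level in Arc-dVenus+ cells than in bulk tissue. At the thresholds used here 65 of them rose by edgeR's quasi-likelihood test, and 93 had a higher level at an adjusted p under 0.05. The median log2 fold change was 1.14, with a range from 0.58 to 4.27. The sheet shares 48 genes with the KCl and visual stimulus sheets, of which 33 rose, among them the immediate-early gene Arc, Bdnf and the cyclooxygenase Ptgs2. Over these 48 genes the median log2 fold change was 1.57. The sheet was drawn from genes the study had called on these libraries, so its direction is not independent evidence.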

The overlap of *Arc-dVenus*-enriched genes with visual stimulus-induced genes suggests that the plasticity that occurs during remote memory formation could be related to visual stimulus-dependent homeostatic plasticity^30^. We therefore asked whether activity-regulated *Arc-dVenus*-enriched genes are enriched for particular functions. Analysis for gene category enrichment revealed enrichment for genes whose products target the plasma membrane (*p* < 0.05 with Benjamini correction). 

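Some potassium channel genes rose in Arc-dVenus+ cells and others fell. Kcna4, a subunit of A-type channels, lies on chromosome 2 from 107130796 to 107138659 and was 3.15-fold higher at 103 ± 38.9 CPM in Arc-dVenus+ cells (SD, n = 5) against 38.9 ± 3.63 CPM in bulk tissue (SD, n = 3). Its log2 fold change was 1.66 (standard error 0.36, adjusted p = 0.0122 from edgeR's quasi-likelihood test), and its call ended when any 1 bulk-tissue library was left out (adjusted p up to 0.0696). Kcnj2, a subunit of inward rectifier channels on chromosome 11 from 110927478 to 110938135, was 3.72-fold higher at 159 ± 67.8 CPM against 51.6 ± 6.33 CPM (log2 fold change 1.90, standard error 0.38, adjusted p = 0.0076). Without the bulk-tissue library of the FC mouse its adjusted p was 0.0572. Kcnj4, another inward rectifier on chromosome 15 from 79314148 to 79335671, was 2.19-fold higher at 53.4 ± 26.5 CPM against 29.1 ± 4.07 CPM and did not pass (log2 fold change 1.13, standard error 0.42, adjusted p = 0.113), though DESeq2 and voom called it.
Of 59 genes for pore-forming potassium channel subunits, 7 rose and 5 fell (8 and 5 when adjusted over the list alone). Kcnb2, Kcnd3 and Kcnq5, named after their values were seen, also rose, each by a smaller factor than Kcnj2. The largest fall was in Kcnj10, an inward rectifier of astrocytes, 18.2-fold lower (adjusted p = 0.000234). Kcnn1, Kcnk6, Kcnj16 and Kcnj15, also named after their values were seen, fell as well, with log2 fold changes of -2.25, -1.70, -1.13 and -1.11. Over the 59 genes the median log2 fold change was 0.45 (camera adjusted p = 0.00529, and 0.0249 with an estimated correlation). Of the authors' 125 genes 5 are potassium channels, against 0.590 from chance (one-sided Fisher's exact test over 12493 genes, odds ratio 9.50, p = 0.000301). Among the 75 of these that rose here, 2 are (p = 0.0488 from the same exact test), and among all 391 enriched genes, 7 are (exact p = 0.0023).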

Interestingly, activity-regulated *Arc-dVenus*-enriched genes are significantly enriched for potassium channels (*Kcna4*, *Kcnc3*, *Kcnj2*, and *Kcnj4*, p < 0.0002, hypergeometric test). 

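Further potassium channel genes had log2 fold changes under 1. Kcnj3, a subunit of channels opened by G proteins (chromosome 2, 55288381 to 55450556), was 1.95-fold higher at 153 ± 32.6 CPM in Arc-dVenus+ cells (SD, n = 5) against 93.2 ± 4.03 CPM in bulk tissue (SD, n = 3). Its log2 fold change was 0.97 (standard error 0.22, adjusted p = 0.0168 from edgeR's quasi-likelihood test). DESeq2 called it, and so did the quasi-likelihood test without the shock-only pool of 33 cells. Kcnh7, a subunit of ERG-type channels (chromosome 2, 62531471 to 63022344), was 1.47-fold higher at 240 ± 69.2 CPM against 194 ± 19.5 CPM (log2 fold change 0.56, standard error 0.24, adjusted p = 0.175). Kcnj3 thus met the adjusted p threshold but not the fold threshold, and Kcnh7 met neither.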

Reinforcing this finding, several additional activity-regulated potassium channel genes trend toward enrichment in *Arc-dVenus*+ neurons but narrowly miss our FDR or fold-change thresholds (*Hcn1*, *Kcnj3*, *Kcnh7*; all 2-fold enriched with FDR <10%). Moreover, three of the activity-regulated, *Arc-dVenus*-enriched potassium channels (*Kcnc3*, *Kcnj2*, *Kcnj4*) are also enriched in *Fos*+ neurons in the hippocampus^29^. 

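Kcnj2 is in the authors' sheet of genes shared with hippocampal Fos+ neurons, and it rose in the Arc-dVenus+ libraries by edgeR's quasi-likelihood test. Kcnj4 is in none of the authors' sheets. The authors' deposited edgeR p-value for it is 0.0138, which gives 0.0710 when adjusted here over all 15437 genes. The hippocampal data themselves were not analysed here.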

The enrichment of potassium channel transcripts among activity-regulated *Arc-dVenus*-enriched genes suggests that fear conditioning may lead to homeostatic decreases in the excitability of activated neural ensembles.

## Discussion

In this study, we set out to profile gene expression in neural ensembles that are activated during fear learning. We used the well-tested auditory fear conditioning paradigm in mice. We first established that the temporal association cortex (TeA) is necessary for recall of remote auditory fear memories. Next, using *Arc-dVenus* reporter mice, we sequenced RNA specifically from neural ensembles in TeA that are activated during fear conditioning. These ensembles are composed of excitatory neurons, as they are both enriched for layer-specific excitatory neuronal markers as well as de-enriched for inhibitory neuronal and glial markers. We found that the genes expressed in these ensembles overlap with those induced *in vitro* by depolarization and in the visual cortex by visual stimuli, suggesting that these genes may contribute to activity-dependent plasticity. Among these genes are multiple potassium channel-encoding transcripts, suggesting that fear conditioning may initiate a homeostatic response that dampens the activity of the cortical ensembles that it most strongly activates.

Cortical neurons are known to exhibit non synapse-specific, homeostatic decreases in activity that can be transcription-dependent. These include not only *Arc*-dependent plasticity of synaptic strength^31^,^32^, but also plasticity of intrinsic excitability^33^, which is dynamically regulated in visual cortex pyramidal neurons via regulation of potassium conductance^34^. Furthermore, the specific neural ensembles defined by *Arc*+ or *Fos*+ expression have lower intrinsic excitability^35^,^36^ and fewer spines^37^ than their neighbors, consistent with the idea that they may be undergoing homeostatic downregulation. Although such downregulation could function exclusively to preserve homeostasis, plasticity of intrinsic excitability is also a fundamental mechanism of encoding information in circuits^38^. One possibility is that decreased intrinsic excitability could desensitize the activity of footshock-responsive cortical ensembles to subsequent footshock presentations, thereby protecting against chronic pain or stress. In contrast to these ideas, the activity-regulated gene program has also long been suggested to be required for Hebbian increases in synaptic strength^39^,^40^. Yet it has not been clear whether Hebbian plasticity, homeostatic plasticity, or both modes of plasticity are engaged in the specific neural ensembles activated during fear conditioning. Our RNA-sequencing analyses provide fresh support for the importance of transcription-dependent homeostatic responses in these activated ensembles.

## Method and Materials

### Animals

All animal studies were approved by and performed in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC) at Harvard University. P60 to P90 male wild-type C57BL/6 mice (Charles River) were used for excitotoxic NMDA lesions, remote memory recall tests, and *Fos* Fluorescent *in situ* hybridization; For RNA sequencing. P60 to P90 Arc-dVenus transgenic male C57BL/6 mice were used^21^. All animals were housed individually for 4 days prior to all experiments. Behavioral studies were conducted between 1:30 and 2:00 pm, except for the RNA sequencing group, which was conducted between 9:00 and 10 am. All experiments were performed during the light-phase of the mice’s daily cycle.

### Behavioral procedures

#### Fear conditioning

The mice were conditioned in standard operant conditioning chamber apparatus (Med Associates) located in the NeuroBehavior Laboratory at Harvard Medical School. For the NMDA lesion study, individually housed mice were habituated to the conditioning chambers for 20 min for 4 consecutive days. For the RNA sequencing study, the mice were habituated to the conditioning chambers for 10 consecutive days prior to experiment, to ensure low background gene expression. For the NMDA lesion study (n = 16), fear conditioning (FC) consisted of presenting 7 repetitions of a CS tone (70 +/− 5 dB, 6 kHZ) terminating with the US (1-s footshock, 0.5 mA DC; inter-trial interval: 20–180 s). The animals were returned to their home cages right after the FC.

For the RNA sequencing study, the Arc-dVenus transgenic mice were divided into three different groups. One group (FC, n = 3) went through the same FC protocol as the NMDA lesion group and received 7 CS and US pairing. Another group (Shock, n = 2) received 7 repetitions of US (1-s footshock, 0.5 mA DC; inter-trial interval: 20–180 s) without any CSs. The bulk-tissue controls included two mice that were shocked without tones, and one mouse that was fear conditioned. All Arc-dVenus transgenic mice were sacrificed 6 hrs after the behavioral procedures.

For *Fos* expression analysis, the mice were conditioned in custom operant conditioning chambers described in a previous study^41^. The mice were divided into four different groups. The first group (FC, n = 3) went through the same FC protocol as the NMDA lesion group and received 7 CS and US pairings. The second group (Tone, n = 3) received 7 repetitions of CS (70 +/− 5 dB, 6 kHZ; inter-trial interval: 20–180 s) without any USs. The third group (Shock, n = 3) received 7 repetitions of US (1-s footshock, 0.5 mA DC; inter-trial interval: 20–180 s) without any CSs. The last group (Control, n = 3) was put into the conditioning chamber and did not receive any CS nor US. All mice were sacrificed 1 hr after the behavioral procedures.

#### Remote memory test

On the 60th day after FC (10 days after NMDA lesion surgery), auditory remote fear memory was assessed by placing the animals in a new environment and measuring the freezing response to 7 presentations of CS+. Freezing measurements were automated using the FreezeScan system (Clever sys.). The animals were returned to their home cages right after the recall test.

#### Retrained and recent memory test

Two days after assessing their remote memory, the animals were retrained to the same CS (70 +/− 5 dB, 6 kHZ) using the same FC protocol (above), and 1 day later, their recent memory was assessed by measuring the freezing response to the same 7 presentation of CS+. After the recall test, the mice were sacrificed to assess the size of the lesions.

### Excitotoxic NMDA lesion surgery

50 days after the FC, excitotoxic lesion of TeA was performed on 8 mice which were randomly chosen from 16 animals that were fear conditioned. Mice were anaesthetized with isoflurane (5% for induction, 1–1.5% for maintenance) in a Kopf stereotaxic apparatus. In order to lesion the entire TeA, the mice (n = 8) received two injections per hemisphere using an infusion needle (33 gauge) connected to a microsyringe pump (UMP3;WPI) and controller (Micro4;WPI) to deliver 20 μg/μl NMDA (0.3 μl/site;Sigma), dissolved in phosphate-buffered saline (PBS) at a rate of 0.1 μl/min. After the injection, the needle was left for 5 min to ensure diffusion of NMDA into the target structure and was then slowly retracted. Infusion sites were as follows (in mm): AP = −2.06 and −3.80 (from bregma), DV = −0.68 (from surface of the cortex) and ML = +/−3.75 mm^42^. The sham-operated controls (n = 4) were infused with PBS alone instead of NMDA at the same coordinates, and control mice (n = 4) only received surgery consisting of a craniotomy and no injections. These two groups were pulled into one sham group because the freezing behaviors were indistinguishable between the two (unpaired *t*-test (two-tailed), p = 0.3321). All mice that underwent surgery were allowed to recover for 10 days before being subjected to the remote recall test.

### Histology

#### Brain preparation and staining

For the excitotoxic NMDA lesion group, the animals were rapidly sacrificed with carbon dioxide after the last recall test, and their brains were rapidly removed and frozen using dry ice in methylbutane. All the brains were stored at −80 °C until cryosectioning. Coronal sections (20 μm) were cut on a cryostat and were counter-stained using hematoxylin nuclear counterstain (Vector lab) following the manufacturer’s recommendation.

To assess the expression pattern of Arc-dVenus in control (n = 3), tone (n = 2), shock (n = 2) and fear conditioned mice (n = 3), the Arc-dVenus transgenic mice were deeply anaesthetized with isoflurane 6 hrs after behavioral procedures and perfused transcardially with ice-cold PBS containing 4% paraformaldehyde. The brains were dissected, post-fixed overnight at 4 °C and cryoprotected in PBS containing 30% sucrose before freezing. All of the brains were stored at −80 °C until cryosectioning. Coronal sections (20 μm) were cut on a cryostat, mounted and imaged.

To assess the expression pattern of *Fos* in control, tone, shock and fear conditioned mice, the animals (n = 3/group) were rapidly sacrificed with carbon dioxide 1 hr after behavioral procedures and their brains were rapidly frozen using dry ice in methylbutane. All the brains were stored at −80 °C until the cryosectioning. Coronal sections (20 μm) were cut on a cryostat and stored the slides at −20 °C until further use.

Fluorescent *in situ* hybridization. Nonradioactive, digoxigenin (DIG)-labeled cRNA probes with either sense or antisense orientation were synthesized by *in vitro* transcription using DIG labeling mix (Roche) according to the recommendations of the manufacturer. Probes were synthesized from cDNA clones encoding *Fos* purchased from Dharmacon (MMM1013-202760329). For fluorescent *in situ* hybridization (FISH), all solutions were prepared using RNase-free reagents and diethylpyrocarbonate (DEPC)-treated double deionzide water (ddH_2_O).

The previously cryosectioned slides were allowed to dry for 20 min. After fixation, the sections were washed with PBS 3 times for 5 min and treated with 0.3% H_2_O_2_ (vol/vol) in PBS for 30 min, followed by 3 rounds of 5 min wash with PBS. The sections were then acetylated by 0.1% acetic anhydride (vol/vol) in triethanolamine for 10 min, followed by 2 rounds of 5 min wash with PBS and 1 round of 5 min wash with 2XSSC. Afterward, the sections were incubated in the hybridization solution (Sigma) without probe for 2 h at 70 °C and incubated in the hybridization solutions with *Fos* probe for 16–18 h at 70 °C. After hybridizations, the sections were washed in 5XSSC and 2XSSC for 10 min at 65 °C, followed by 30 min wash in 50% formamide (vol/vol) in 0.2X SSC at 65 °C. The sections were further washed in 0.2XSSC at room temperature and followed by one wash in TN buffer (0.1 M Tris-HCl, pH 7.5, 0.15 M NaCl) for 5 min. The sections were blocked with 1% blocking reagent (wt/vol) (Roche) in TN buffer for 1 h and incubated in the same solutions with digoxigenin antibody conjugated to horseradish peroxidase (1:1000) (PerkinElmer) for 1 h 30 min. Following the incubation with antibody, the sections were washed 3 times in TNT buffer (0.1 M Tris-HCl, pH 7.5, 0.15 M NaCl, 0.05% Tween-20 (vol/vol)) for 5 min and incubated in the amplification solution with Fluorescein plus tyramide (1:50) (PerkinElmer) for 30 min. After the amplification, the sections were washed 3 times in TNT buffer and incubated with Hoechst (1:10000) (Invitrogen) in PBS for 5 min. After 3 rounds of washing in PBS, the sections were mounted and stored at 4 °C until further analysis.

### Microscopy and image analysis

All hemotoxyline stained, Arc-dVenus images and *Fos* FISH images were acquired with a 10X objective lens using an Olympus VS120 Whole slide scanner, which generates a proprietary vsi image at the Harvard Neurobiology Imaging Facility (NS072030).

### Data analysis

Arc-dVenus and *Fos*+ neurons were manually counted by a blinded experimenter. TeA images were quantified from 3 sections per animal.

Statistical analyses were performed using commercial software (GraphPad Prism; GraphPad Software, Inc.) for analyzing freezing data between NMDA lesion and sham groups and quantification for Arc-dVenus and *Fos*+ neurons.

### RNA sequencing

#### Manual cell sorting and RNA sequencing

Manual sorting of fluorescent cells was carried out as first described in^24^. Briefly, Arc-dVenus transgenic male C57BL/6 mice were sacrificed under isoflurane anesthesia 6 hrs after behavioral procedures and their brains were quickly removed and transferred into ice-cold oxygenated ACSF, containing 126 mM NaCl, 20 mM NaHCO_3_, 20 mM dextrose, 3 mM KCl, 1.25 mM NaH_2_PO_4_, 2 mM CaCl2, 2 mM MgCl_2_, 50 mM APV, 20 mM DNQX, 100 nM TTX. Acute 330 μm coronal brain slices were prepared and incubated in a protease E (1.2 mg/mL) (Sigma) containing oxygenated ACSF for 50 min. After 15 min of washes in the ACSF, TeA tissue was microdissected using a pair of fine scissors under a fluorescent dissecting microscope (Leica M165FC). The dissected TeA tissue was then triturated in ACSF using a series of three Pasteur pipettes of decreasing tip diameters, and the dissociated cells were transferred into a small petri dish. With visual control under a fluorescent dissecting microscope, Venus+ neurons were aspirated into a micropipette with a 30–50 μm tip diameter and transferred into a clean petri dish. A total of 35–60 Venus+ neurons were pooled for each sample, which were immediately lysed in 50 μl of extraction buffer (PicoPure RNA isolation kit, Arcturus, Life Technologies) and total mRNA was subsequently isolated. cDNA was synthesized using Ovation RNA-Seq System V2 kit (Nugen). We obtained approximately 6 μg of cDNA from 35–60 cells from each group. Then, the cDNA library was prepared using Ovation Ultralow DRMultiplex Systems (Nugen). Sequencing was conducted on an Illumina HiSeq2000, and is available via GEO accession GSE85128.

#### Analysis of Arc-dVenus RNA-sequencing data

We aligned reads in fastq format to mouse genome mm9 using RUM version 1.11 with default settings^43^. We analyzed only uniquely aligning reads, only genes with a total of at least 20 reads per million across all samples, and only one transcript variant per gene (the highest expressed across all samples). We called differentially expressed RefSeq transcripts based on a 5% false discovery rate (FDR) and a requisite 2-fold enrichment in *Arc-dVenus*+ cells. Significance is based on p.values from edgeR using an overdispersed Poisson noise model^44^, with corresponding FDRs from the R function p.adjust. The dendrograms and heatmaps were produced by heatmap.2 in R. The set of genes analyzed and their normalized read counts in each sample are provided in Table S1. Gene set overrepresentation analysis was performed using DAVID^45^ with the RefSeq genes as a background. Potassium channel enrichment was tested with a hypergeometric test that addressed whether the number of potassium channels among activity-regulated *Arc-dVenus* genes was unexpected based in their frequency among (1) all genes whose enrichment in *Arc-dVenus*+ neurons was tested and (2) genes that are activity-regulated *in vitro* or by regulated by visual stimulus in visual cortex.

#### Analysis of published sequencing data

Markers were identified from published lists of Emx1-enriched genes^13^, S1 pyramidal neurons^46^, or layer-specific markers^26^. Activity-regulated genes *in vitro* were identified as genes whose mean normalized expression increased at least 50% in previously published RNA-Seq experiments^12^. Visual stimulus-induced genes were taken from a published list^13^.

## Additional Information

**How to cite this article**: Cho, J.-H. *et al*. RNA sequencing from neural ensembles activated during fear conditioning in the mouse temporal association cortex. *Sci. Rep.* **6**, 31753; doi: 10.1038/srep31753 (2016).

## Supplementary Material

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
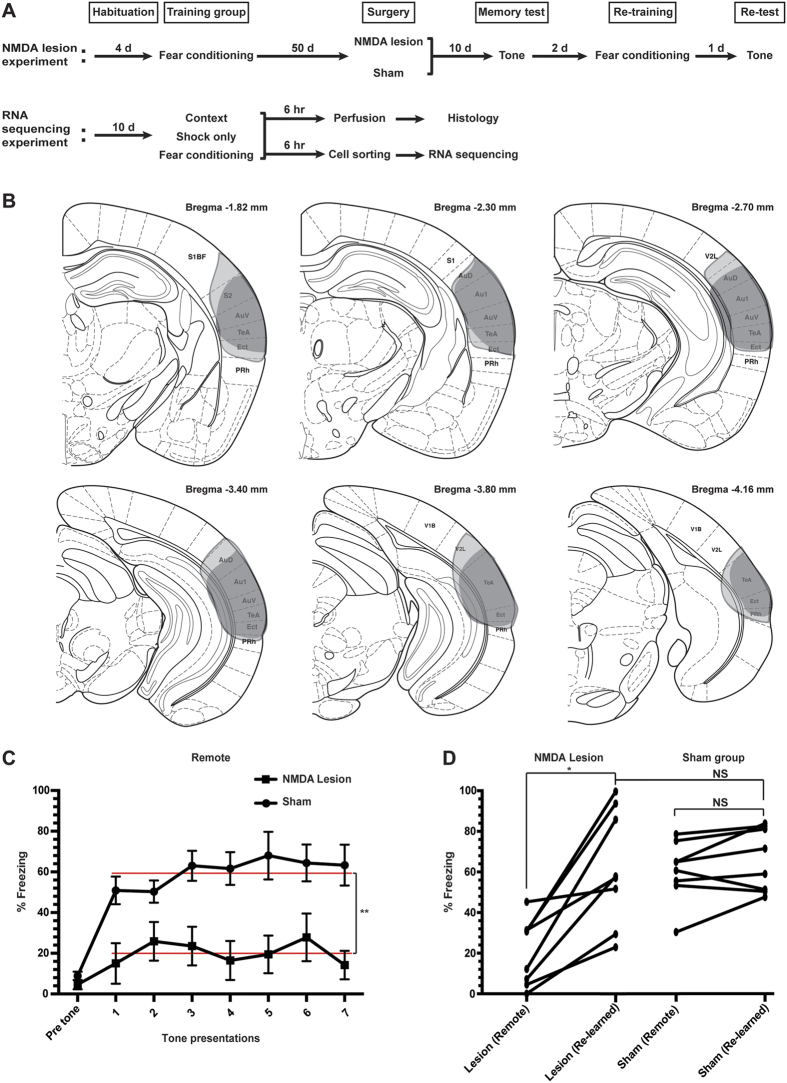
TeA is required for remote fear memory recall in mice. (**A**) Experimental design for behavioral testing and RNA sequencing. (**B**) The extent of lesioning in the two mice with the smallest (dark grey) and largest (gray) lesions of the group. Coronal brain section images adapted from^42^. S1BF, primary somatosensory cortex barrel; S2, secondary somatosensory cortex; V2L, secondary visual cortex lateral area; AuD, secondary auditory cortex dorsal; AuV, secondary auditory cortex ventral; TeA, temporal association cortex; Ect, ectorhinal cortex; PRh, perirhinal cortex. (**C**) Remote auditory fear memory in auditory cortex lesioned (n = 8) and sham-operated (n = 8) animals. Fear response was measured as percentage of total freezing both 7 min before (pre tone) and during (test trial) presentation of seven CSs. All values are means +/− SEM. Red lines represent mean freezing across the indicated presentations. **p = 0.0002, unpaired *t*-test (two-tailed). (**D**) Auditory cortex lesioned animals were able to reacquire CS-US association. Each data point represents the mean freezing across all seven CS presentations for each animal. *p = 0.0022, Paired *t*-test (two-tailed); NS, not significant.

**Figure 2:**
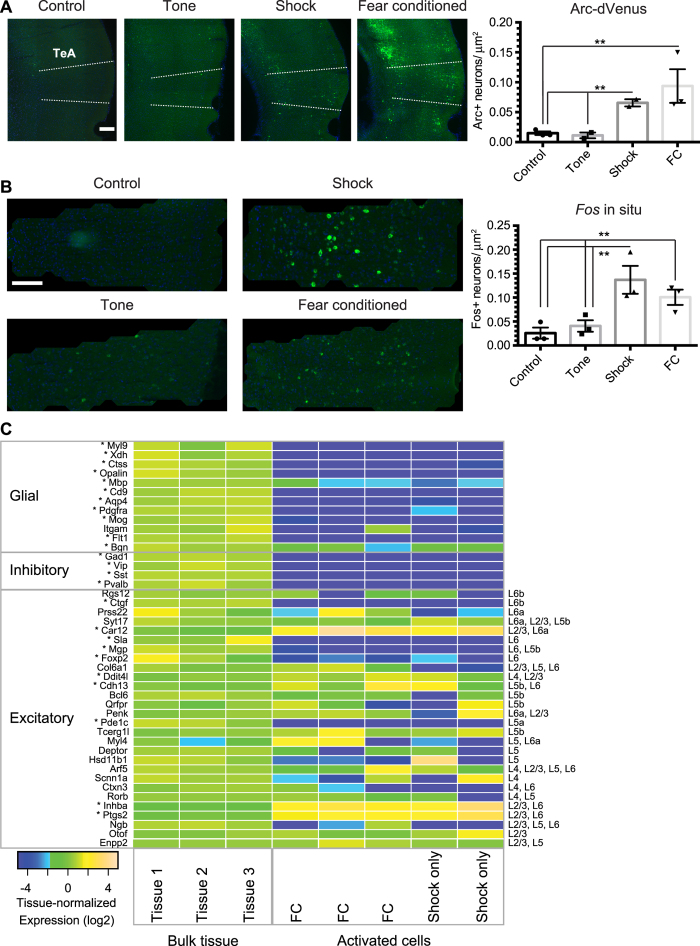
*Arc-dVenus*+ neurons are enriched for expression of L2/3, L5b, and L6a markers. (**A**) Representative images and quantification of Arc-dVenus expression in TeA from control, tone-only, shock-only, and fear-conditioned mice. Scale bar, 200 μm. All values are mean +/− SEM. **p < 0.05, unpaired *t*-test (two-tailed). Unstarred comparisons are not significantly different. N = 3 mice for control and fear conditioned groups and two mice for the tone-only and shock-only groups. (**B**) *Fos in situ* hybridization. Representative cropped images and quantification of *Fos* expression in TeA from control, tone-only, shock-only, and fear-conditioned mice. N = 3 mice for all groups. Scale bar, 200 μm. All values are means +/− SEM. **p < 0.05, unpaired *t*-test (two-tailed). (**C**) Heatmap of expression differences between bulk TeA tissue and sorted Arc-dVenus cells. Glial, inhibitory, and excitatory markers^26^,^46^ are indicated at left. Each gene’s expression is normalized to its mean across the three bulk-tissue samples. Within excitatory markers, genes are in rough order of specificity for layer 6 (top) to layer 2 (bottom). Markers for non-neural cells include *Aqp4* (astrocytes); *Pdgfra* (oligodendrocyte precursor cells, OPCs); *Mog*/*Opalin* (oligodendrocytes); *Ctss*/*Itgam* (microglia); *Flt1*/*Xdh* (endothelial cells); and *Bgn*/*Myl9* (smooth muscle cells, SMC). Bulk tissue samples are from FC (Tissue 1), shock (Tissue 2–3) mice respectively. Sorted cells are from FC (23 cells), FC (39 cells), FC (40 cells), shock (30 cells), and shock (33 cells) respectively. *Indicates false discovery rate (FDR) <0.05 from an overdispersed Poisson model.

**Figure 3:**
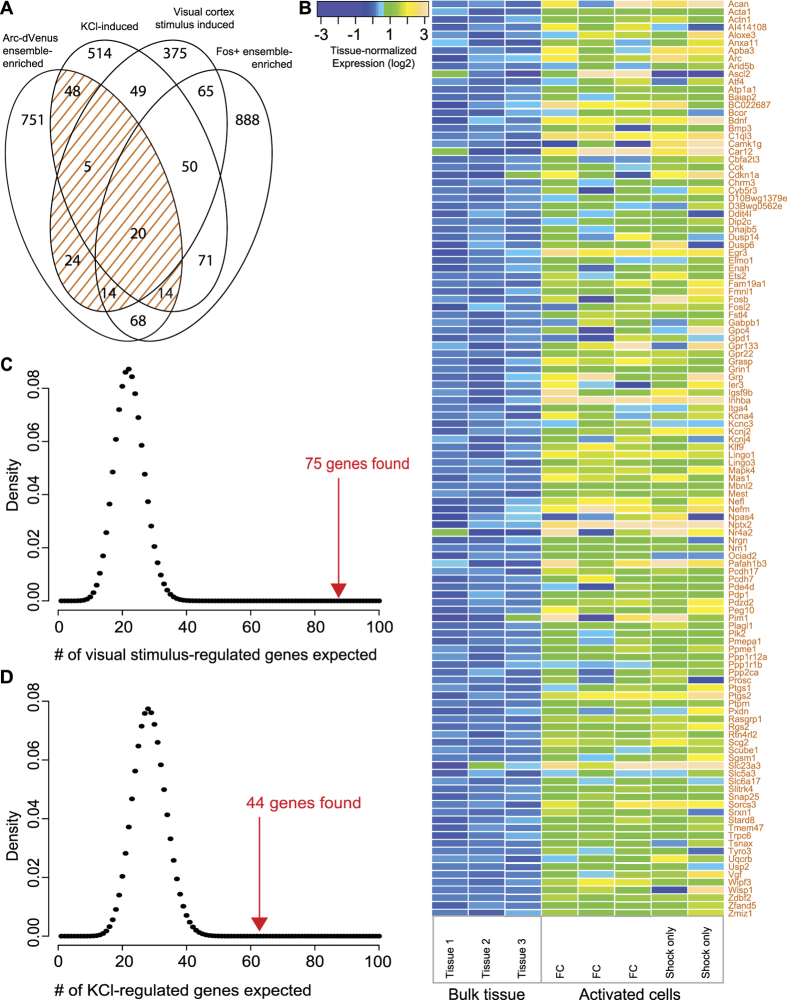
Activity-regulated genes enriched in Arc-dVenus+ neurons. (**A**) Venn diagram showing overlap between *Arc-dVenus*-enriched genes, genes regulated by activity *in vitro*^12^, visual stimulus-regulated genes^13^, and genes enriched in *Fos*+ hippocampal neurons^29^. *Arc-dVenus*-enriched genes are defined by FDR <0.05 and fold-enrichment of >2 in *Arc-dVenus*+ neurons (n = 5) compared to bulk-tissue controls (n = 3). (**B**) Heatmap of expression in *Arc-dVenus*+ neurons and bulk-tissue for genes that are both Arc-dVenus-enriched and activity- or visual stimulus-regulated. Each gene’s expression is normalized to its mean across the three bulk-tissue samples. (**C**,**D**) The expected versus actual numbers of *Arc-dVenus*-enriched genes that are also visual stimulus-induced (**C**) or activity-induced (**D**) (*p* < 10^−20^, hypergeometric tests). Distributions of expected numbers from the hypergeometric distribution are in black; actual numbers are in red.

How the deposited data were processed for this re-analysis (not part of the article)

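RNA-Seq of the TeA was analysed in 5 libraries of manually sorted Arc-dVenus+ cells (3 from FC and 2 from shock-only mice) and in 3 bulk-tissue libraries (1 FC and 2 shock-only). The authors aligned reads with RUM 1.11 to mm9, kept uniquely aligned reads and deposited raw counts per gene, using 1 transcript variant of each gene. The authors also deposited CPM values, made by scaling each count to its library's total, which was checked for every gene and library. The authors deposited a fold change of Arc-dVenus+ cells over bulk tissue for each gene, headed log10, which was found to hold log2 values: against the log2 ratio of mean CPM its slope was 0.9998 over 11516 genes with a count in every library, and against the log10 ratio it was 3.20. The authors made the p-value of each gene with edgeR and its FDR with R's p.adjust, and deposited the p-value beside the fold. Adjusted p named for the authors' p-values were computed here by Benjamini-Hochberg from the deposited p-values. These p-values and folds were not used for the values at the claims, except where a sheet of the authors or a deposited value is named. The table of 15437 genes holds genes with a total as low as 21 counts or 0.911 CPM. In 32 cases 2 or more genes have identical counts in all 8 libraries, among them Hbb-b1 and Hbb-b2, and Hba-a1 and Hba-a2. All were kept, so the 12493 tested genes hold 12477 distinct sets of counts, and the 822 de-enriched genes hold 820. No pair of libraries had counts that differed by less than the sampling noise.
Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. Arc-dVenus+ and bulk-tissue libraries were compared with edgeR's quasi-likelihood test, TMM scaling and Benjamini-Hochberg adjustment over the 12493 genes with at least 20 CPM in total, the minimum that the paper states. Genes under this minimum that the paper names were tested in a fit to all 15437 genes. TMM factors were 0.90 to 0.97 for Arc-dVenus+ and 1.10 to 1.13 for bulk-tissue libraries. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. FC and shock-only libraries were compared in the same way within Arc-dVenus+ cells, over 12453 genes, and the interaction of condition and sample type was tested in a fit of 4 groups. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 25 lists, or over 4 sets for FC against shock only. Potassium channels were counted among the authors' genes and tested with a one-sided Fisher's exact test. Positions come from GENCODE M1, to which 14837 genes were matched by symbol.
The comparisons, their thresholds, 18 lists of genes written out and 7 made by symbol, the alternatives and the rule for named genes were chosen before the data were examined, apart from the choices listed under the closing parts. Named genes were every gene named in the paper's results text or the legend of Fig. 2C. To these were added the 10 enriched and 10 de-enriched genes with the largest change among those with separate groups and a mean of at least 50 CPM in the higher group, up to 3 members of each list by lowest p, and the 5 genes of lowest p for FC against shock only and for the interaction. When the rule was written, part of the paper's supplementary table had been seen. Other genes named in the text were chosen after their values were seen. The immediate-early and effector lists and the cell type lists were written from general knowledge, and Ptgs2, Inhba, Kcnv1 and Kcnj8 each stand in more than 1 list.
Depth sets the lower limit of detection. A count of 0 was read as at most 3 counts, 0.0346 CPM over the 86807307 counts of the 5 Arc-dVenus+ libraries, and ratios on 1 to 3 counts carry 95% counting intervals. These ratios, and folds against the floor, use totals scaled by the TMM factors. Intervals and floors cover counting error only. The tests were run on simulated data with 200 changed genes before they were used. Alternatives were other tests, scalings and minimum counts, each library left out in turn, condition as a covariate, the shock-only libraries alone and the authors' p-values over the same genes. The behavioral, imaging and lesion experiments, the permutation test of activity-regulated genes, the gene category analysis and the overlaps with full published gene sets were not analysed here. Values of some single genes are not reported here.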

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

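The tests of sequencing depth and of RNA from glial and inhibitory cells were chosen only after the results they weigh had been seen, the second in place of an earlier test. Of 103 genes looked at for a library far from the others in its group, 6 had one, and chance gives about 1 in 20 such groups.
Arc-dVenus+ libraries varied more among themselves (common dispersion 0.696) than bulk-tissue libraries (0.0148). A difference in depth is argued against, since after thinning to 7110598 counts the dispersions were 0.634 and 0.0145, a ratio of 43.7, and so is the pooling of FC with shock-only mice, since the dispersion within FC pools was 0.749 of that over all 5 pools. Dispersion was 11.8 times as high in the 4165 least abundant genes (1.62) as in the 4164 most abundant genes (0.137), in line with few RNA molecules of each gene in pools of 23 to 40 cells. In bulk tissue these dispersions were 0.0316 and 0.00952. Input amount and cell picking differ between the groups throughout, and differences between the ensembles of single mice stay open, as untested.
Nuclear long non-coding RNAs were lower in Arc-dVenus+ libraries, with a list median log2 fold change of -1.30 and 5 of 7 fallen, although the list's call was lost with an estimated correlation (adjusted p = 0.108). Malat1, the most abundant gene in each bulk-tissue library, measured 3748 ± 1515 CPM (SD, n = 5) against 27546 ± 365 CPM (SD, n = 3). Transcript length is argued against, since 1075 genes matched on exon length had a median of 0.15, and scaling is too, since the list's median was -1.30 or lower by library size alone and with the 3 most abundant genes left out. RNA of glial and inhibitory cells in the bulk tissue cannot be told apart from a lower nuclear yield for Malat1. If 61.9% of bulk-tissue RNA came from excitatory neurons, those other cells would need 65129 CPM of Malat1. Aspiration of Venus+ cells is meant to leave them out, and no library of those cells measures this level. The share was not measured. It is assumed from the median of the pan-excitatory markers, whose log2 fold changes run from -0.59 for Camk2a to 1.56 for Kcnv1. No biological explanation was tested.
Glial transcripts stood out in single Arc-dVenus+ libraries. Pdgfra was at 7.58 CPM in the shock-only pool of 30 cells and 0 to 0.0905 CPM in the others, and Itgam at 26.3 CPM in the FC pool of 23 cells and 0.117 to 1.27 CPM in the others. Whether an oligodendrocyte precursor in the first pool is the source stays open. Venus+ cells were picked under a microscope, and whether other cells or their debris came along was not tested. Its 6 other markers had a median of 11.7% of the bulk-tissue level against 15.1% for Pdgfra, with Olig1 at 117%, Lhfpl3 at 50.3%, Cspg4 at 14.3%, Vcan at 9.17% and Gpr17 and Olig2 at 0. Of these, Olig1 was higher in this pool (37.2 CPM) than in the others (up to 18.4 CPM). Other pools reached higher levels of Lhfpl3 (43.5 against 13.1 CPM), Cspg4 (7.83 against 2.40 CPM) and Vcan (7.13 against 3.23 CPM). A microglial cell in the second pool is argued against, since the 11 other markers had a median of 0.0991% against 77.8% for Itgam, with Csf1r at 10.4% and Cx3cr1 at 5.82%. This covers that pool alone. In the shock-only pool of 33 cells the 12 microglial markers had a median of 4.23%, and 2 were above 50%. These were C1qb (29.6 against 26.5 CPM in bulk tissue) and Fcrls (22.8 against 14.3 CPM), while C1qc was at 0.0978 against 26.2 CPM. Whether a microglial cell was in that pool was not tested. No biological explanation was tested.
Ctss was at 2.15 CPM in the shock-only pool of 33 cells, far from the other pools at 0 to 0.176 CPM. Bgn was at 20.4 CPM in the FC pool of 40 cells and at 5.43 to 7.83 CPM in the others. Rorb was at 1.47 CPM in the shock-only pool of 33 cells and at 25.4 to 68.3 CPM in the others. Snhg11 was at 402 CPM in the shock-only pool of 30 cells and at 852 to 1090 CPM in the others. Lists outside the genes that the paper discusses also passed, with median log2 fold changes of 0.85 for heat shock and dissociation genes, 0.34 for oxidative phosphorylation genes (lost with an estimated correlation, adjusted p = 0.189, and by fry, 0.129), 0.58 for voltage-gated calcium channels, 0.75 for GABA-A receptor subunits, -3.50 for red blood cell genes and 0.72 for pan-neuronal genes.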

How the results depend on the processing

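The exact tests over all genes of the table and the list tests with genes of identical counts taken once were added only after the data had been seen. Of the 56 splits of the 8 libraries into 5 and 3, only the real one, 1 split (1.79%), gave as many as 391 enriched genes (highest other 1). The same held for 822 de-enriched genes (highest other 0). Every other split mixes both kinds of library within a group, which widens the spread there. The splits therefore cannot tell how many genes chance alone would give. No result past its threshold turned its direction. Among values that were not past it, signs turned with 1 library left out for Arf5, Qrfpr and the L5 and L6 medians, among others. The 391 enriched genes became 649 with DESeq2, 145 by library size only, 50 with glmTreat against 2-fold and 0 with the shock-only libraries alone, where 2 pools met 2 bulk-tissue libraries. The added exact test over all genes gave 944 with a log2 fold change above log10 of 2. With 1 library left out the count was 199 (without the FC bulk-tissue library) to 608 (without the shock-only pool of 30 cells). The 822 de-enriched genes became 1577 with no filter and 1359 with filterByExpr, which test more genes, 1607 with voom, 405 with glmTreat, 0 with the shock-only libraries alone and 1757 with the added exact test over all genes. With 1 library left out they were 465 (without the FC bulk-tissue library) to 960 (without the shock-only pool of 33 cells). FC against shock only gave 0 genes, 8 with the exact test, 147 with DESeq2 and 0 to 1 with 1 library left out. The interaction gave 0, and 11 with DESeq2. A group left with 1 library was taken to vary like the others. The exact test has no interaction form and was not run for it. Of 4 activity-regulated sets, 3 passed, 0 with an estimated correlation, 1 with fry and 0 to 3 with 1 library left out (0 without the shock-only pool of 33 cells). Apart from the smaller numbers of libraries and larger numbers of genes tested, the cause of these changes was not tested. The mean r of log2 CPM was 0.982 between bulk-tissue, 0.809 between Arc-dVenus+ and 0.786 between unlike libraries with a pseudocount of 0.25, and 0.988, 0.874 and 0.852 with 5. Over genes with a mean of at least 10 CPM it was 0.809 between Arc-dVenus+ and 0.770 between unlike libraries. For single named genes against bulk tissue, 1959 of 2156 values stayed on the same side of the threshold, 149 became weaker and 48 stronger. Of list values, 319 of 325 stayed on the same side, 3 became weaker and 3 stronger. Depth limits genes with few counts in the Arc-dVenus+ libraries. Of 25 lists 18 passed, and 18 with genes of identical counts taken once. No paired analysis was possible because the paper's methods list the bulk-tissue mice apart from the FC and shock-only groups and match no library to another.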

Differences from the paper's values

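Of the settings named here, the exact tests over all genes of the table were chosen only after the values had been seen. The paper's 944 Arc-dVenus-enriched genes, stated as more than 2-fold at an FDR under 5%, stand against 391 here at those stated thresholds. Of 21 alternatives set before the data were examined, DESeq2 (649) came within 1.5 times of the paper's count and the other 20 did not. An exact test over all 15437 genes with a log2 fold change above log10 of 2, chosen after seeing the values, gave 944 and drops 0 of the genes in the authors' sheets. The same 944 pass with any log2 fold change above 0, so the count does not single out that threshold. With a log2 fold change above 1 that test gave 559 and drops 25 of the 125. The authors' deposited log2 fold changes differ from those of that test by at most 0.000222. By the deposited values, with p adjusted here, 944 genes pass with a log2 fold change above 0 and 559 with one above 1. The 944 genes thus include genes that are less than 2-fold higher by the authors' own values.
For Slc17a7, Tcerg1l and Ptgs2 the paper's folds lie within 1.5 times of 10 to the power of the log2 fold change, and those of Inhba and Myl4 are lower bounds below it. The deposited fold column headed log10 holds log2 values. For Slc17a7 the paper's fold is 11, the fold here is 2.09, and 10 to the power of its log2 fold change is 11.5. For Tcerg1l the paper's fold is 14, the fold here 2.03 and the power of 10 is 10.5. For Ptgs2 the paper gives more than 300, the fold here is 5.68 and the power of 10 is 320. For Inhba the paper gives more than 300, the fold here is 12.4 and the power of 10 is 4284. For Myl4 the paper gives more than 9, the fold here is 2.51 and the power of 10 is 21.4. For Cdh13 the paper's fold is 33, the fold here is 3.35 and the power of 10 is 55.5. On that last scale 6 alternatives set before the data were examined came within 1.5 times for Cdh13 (library size only, voom, condition as a covariate, and without a shock-only bulk-tissue library, the FC pool of 23 cells or the shock-only pool of 30 cells), and the other 15 did not. No alternative set before the data were examined brought the fold itself within 1.5 times of the paper's for these 6 genes.
The paper's de-enrichment of Pdgfra is more than 100-fold and the value here 25.4-fold. For Pdgfra 10 to the power of the authors' deposited fold column is 2.29e-05, so on that scale the paper's bound is met. The fold itself was over that bound with voom (207-fold) and without the shock-only pool of 30 cells (723-fold). It was within 1.5 times of it with condition as a covariate (70.0-fold), and neither under the other 18 alternatives set before the data were examined. The paper's p for Cdh13 is 0.002 and the unadjusted p here 0.0177, within 1.5 times by the exact test and without the shock-only pool of 33 cells, and not under the other 19. The paper's p for Car12 is 0.02 and the unadjusted p here 0.00016, with none of the 21 within. The edgeR p-value that the authors deposited for Car12 is 8.05e-09, so the paper's text and its deposited value differ too. The paper's p for potassium channels is under 0.0002 and that here 0.000301, within 1.5 times with a background without the 20 CPM minimum and not under the 2 other backgrounds or sets. The authors' KCl sheet holds 87 genes, and Fig. 3D shows the paper's number as about 44, read by eye. No alternative applies to this count.
The paper reports activity-regulated genes as not different between FC and shock only, while 3 of the 4 sets tested were lower in FC by camera at a preset correlation (adjusted p = 0.0040 for effector genes, 0.0040 for the KCl sheet and 0.0010 for the visual stimulus sheet). The fourth set, immediate-early transcription factors, was at 0.189, and all 4 were above 0.05 with an estimated correlation. The KCl and visual stimulus sheets were chosen on these same libraries. Without the shock-only pool of 33 cells the median log2 fold changes were -0.35 for effector genes, -0.20 for the KCl and -0.17 for the visual stimulus sheet. From a comparison with KCl-induced expression, the paper proposes that its data could detect a systematic difference between the conditions. By the quasi-likelihood test 0 genes differed, with 793 at an unadjusted p under 0.05, and the paper describes the FC and shock profiles as indistinguishable. The exact test called 8 and DESeq2 147, both including Camk1g of the visual stimulus sheet.
The paper names Kcnj4 among the activity-regulated enriched genes, but its sheets do not hold it, and they hold Kcnj3, which the paper describes as just short of its thresholds. Kcnj4 was not called here (adjusted p = 0.113) but was by DESeq2 and voom. Kcnj3 was called under 7 settings, which are DESeq2, RLE size factors, no filter, filterByExpr, the authors' p-values, the exact test over all genes, and without the shock-only pool of 33 cells. Kcna4 and Kcnj2 were called here, as in the paper. The paper puts Kcnh7 under an FDR of 10%, and its adjusted p here is 0.175. It was 0.146 when the authors' deposited edgeR p-values were adjusted here over all 15437 genes. Pdgfra did not pass here (adjusted p = 0.0879) and passed by the exact test, voom, condition as a covariate, the authors' p-values and without the shock-only pool of 30 cells. The paper names Fos, Fosb and Junb as higher in Arc-dVenus+ neurons. Of 16 immediate-early transcription factors 13 had a log2 fold change above 0 here, these 3 among them, and none of the 3 passed. Fosb passed by the exact test, DESeq2, voom, the authors' p-values and without the FC pool of 40 cells.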

Other observations

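Receptors and channels of excitatory neurons rose in part in Arc-dVenus+ cells. Of 18 ionotropic glutamate receptor subunits 3 rose and 1 fell (3 and 2 when adjusted over the list alone). The NMDA receptor subunits Grin2b, at 1042 ± 86.6 CPM (SD, n = 5) against 435 ± 36.7 CPM in bulk tissue (SD, n = 3), and Grin2a were 2.86-fold and 2.39-fold higher (adjusted p = 7.24e-05 and 0.00048 from edgeR). The obligatory subunit Grin1 was 2.01-fold higher, and its call ended without the FC pool of 39 or of 23 cells or without a shock-only bulk-tissue library, at a log2 fold change down to 0.94. The kainate receptor subunit Grik3, named after its values were seen, fell, with a log2 fold change of -1.51. The median of the list was 0.13, its mean -0.11 and its median by library size alone -0.14, and camera's adjusted p was 0.332. Of 16 voltage-gated calcium channel genes, Cacna1e, 2.47-fold, and Cacnb1, 2.73-fold higher, rose (2 higher and 1 lower adjusted over the list alone), and the call of Cacnb1 ended without the FC or a shock-only bulk-tissue library (adjusted p up to 0.129). The list's adjusted p was 0.00332. Of 14 GABA-A receptor subunits, Gabra3 rose 2.22-fold (2 rose adjusted over the list alone), and the list's adjusted p was 0.00374. Both lists passed with an estimated correlation. Of 5 voltage-gated sodium channels 0 rose or fell by the quasi-likelihood test, the exact test, DESeq2 and voom, 1 had an unadjusted p under 0.05, and the median was 0.45 (adjusted p = 0.112). Scn8a had a log2 fold change of 0.89 (adjusted p = 0.0139), and 1.07 without the shock-only pool of 30 cells, where it passed.
Of 12 heat shock and dissociation genes Hsph1, a chaperone, rose 4.62-fold, to 1199 ± 366 CPM against 310 ± 22.3 CPM (1 also when adjusted over the list alone), and the list passed with both correlations (adjusted p = 0.000822 and 0.0249). Of 74 oxidative phosphorylation genes 0 rose or fell by the quasi-likelihood test, 8 had an unadjusted p under 0.05, and the exact test called 1 higher, DESeq2 2 higher, and voom 2 higher and 1 lower. The list passed as a set (adjusted p = 0.000614), but not with an estimated correlation (adjusted p = 0.189 with an estimated correlation), and 59 of the 74 had a log2 fold change above 0. Of 81 ribosomal protein genes 4 fell (1 adjusted over the list alone), with Rpl7l1 5.22-fold lower, and Rps4x, Rplp1 and Rps10 close to the fold threshold, the last named after its values were seen. The calls of Rps4x and Rplp1 ended without any 1 bulk-tissue library (adjusted p up to 0.127 and 0.226), that of Rps4x also without the shock-only pool of 30 cells and that of Rplp1 without any 1 FC pool. The list's median was -0.15 (adjusted p = 0.595). Of 7 nuclear long non-coding RNAs Malat1, Meg3, Snhg11, Neat1 and Miat fell (5 also when adjusted over the list alone), the last pair named after their values were seen. Meg3 was 3.09-fold and Snhg11 2.46-fold lower. The list's adjusted p was 0.00532, and its call was lost at adjusted p = 0.108 with an estimated correlation.
Of the bulk-tissue level of oligodendrocyte markers, 5.87 to 15.7% remained at the median in single Arc-dVenus+ libraries, with the highest share in the FC pool of 40 cells. For astrocyte markers it was 2.68 to 5.64%, highest in the FC pool of 39 cells. For oligodendrocyte precursor markers it was 0 to 14.3%, with 14.3% in the shock-only pool of 30 cells and 8.61% in the FC pool of 23 cells. For microglial markers it was 0.109 to 4.23%, highest in the shock-only pool of 33 cells.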
